# Changes in circulating microRNA levels can be identified as early as day 8 of pregnancy in cattle

**DOI:** 10.1371/journal.pone.0174892

**Published:** 2017-04-05

**Authors:** Jason Ioannidis, F. Xavier Donadeu

## Abstract

Poor reproductive performance remains a major issue in the dairy industry, with low conception rates having a significant impact on milk production through extended calving intervals. A major limiting factor is the lack of reliable methods for early pregnancy diagnosis. Identification of animals within a herd that fail to conceive within 3 weeks after insemination would allow early re-insemination and shorten calving intervals. In a previous study, we found an increase in plasma miR-26a levels in Day 16-pregnant relative to non-pregnant heifers, however changes in miRNA levels that early during pregnancy were very small which likely prevented the identification of robust biomarkers. In this study, we extended our analyses to a wider interval during pregnancy (Days 8 to 60, n = 11 heifers) with the rationale that this may facilitate the identification of additional early pregnancy miRNA biomarkers. Using small RNA sequencing we identified a total of 77 miRNAs that were differentially expressed on Day 60 relative to Day 0 of pregnancy. We selected 14 miRNAs for validation by RT-qPCR and confirmed significant differences in the expression of let-7f, let-7c, miR-30c, miR-101, miR-26a, miR-205 and miR-143 between Days 0 and 60. RT-qPCR profiling throughout Days 0, 8, 16 and 60 of pregnancy showed a distinct increase in circulating levels of miR-26a (3.1-fold, P = 0.046) as early as Day 8 of pregnancy. In summary, in contrast to earlier stages of pregnancy (≤ Day 24), marked differences in the levels of multiple miRNAs can be detected in circulation by Day 60 in cattle. Retrospective analyses showed miR-26a levels to be increased in circulation as early as Day 8, sooner than previously reported in any species, suggesting a biological role for this miRNA in the very early events of pregnancy.

## Introduction

Based on government estimates for 2015 [1] the UK dairy herd comprises 1.8 million cattle which produce 14.3 billion litres of milk annually (7,944 litres per animal per annum). This generates approximately £3.7 billion per annum, which is of significant importance for the UK economy overall. However, for the past 50 years the dairy industry has suffered from reduced profitability, despite a continuous net increase in milk production (which has been estimated at 1% per cow annually) [2]. In negative correlation with milk production, fertility decreased during the same period, partially as a consequence of the introduction of North American Holstein-Friesian genes in European cattle populations [2, 3]. Calving rates as low as 34% have been reported in high-producing dairy cows, with pregnancies being lost mainly during the first trimester [4]. A number of risk factors for poor reproductive performance have been identified, including immune, metabolic and endocrine parameters, with post-partum energy balance being of major importance [5]. Recently, the inclusion of reproductive traits in genetic selection programs has begun in some countries, aiming to stop the decline in reproductive performance in dairy herds, however many issues still need to be addressed [4, 6].

Key to the issue of low fertility is the inability to reliably detect early pregnancy in dairy cows, which prevents prompt re-insemination of animals failing to conceive at first service, in turn leading to extended calving intervals and suboptimal milk production [7, 8]. Current pregnancy detection methods, including trans-rectal ultrasound and palpation as well as biochemical methods such as progesterone measurements in milk, are only accurate after the first 3 weeks of pregnancy, missing out the critical window of opportunity for re-insemination of cows after failed conception, thus being inadequate to efficiently support modern intensive management systems [9].

MicroRNAs (miRNAs) are small non-coding RNAs that act as post-transcriptional gene regulators (reviewed in [10]). The intrinsically high stability of miRNAs in bio-fluids together with, in some cases [11], their tissue-specificity, confers miRNAs a significant potential as non-invasive biomarkers of disease [12–14]. So far, a plethora of studies have shown the association between specific plasma and serum miRNA signatures and human cancer, heart disease and autoimmune diseases (reviewed in [15, 16]), as well as, in a reproductive context, pregnancy progression and preeclampsia [17–19].

Despite extensive evidence in humans, the potential utility of circulating miRNAs as tissue biomarkers in livestock has not been explored widely, with a handful of recent studies identifying potential biomarkers of metabolic status and infection in chicken, pig and cow [20–22]. We recently reported for the first time changes in circulating miRNA levels during early pregnancy (Days 16 and 24) in cattle [23]. Perhaps not surprisingly, differences in miRNA levels at such early stage of pregnancy were in general very small, which, considering intrinsic biases associated with RNA sequencing [24], may have prevented the wide identification of robust miRNA biomarkers. Of note, previous studies in humans have shown that circulating miRNA profiles associated with pregnancy become more pronounced as pregnancy progresses [19]. Based on this, we followed up on our previous study by focusing on a later stage of pregnancy (Day 60) with the hypothesis that differences in levels of plasma miRNAs between Day 60-pregnant and non-pregnant (Day 0) heifers would be larger than the differences identified previously during Days 16 and 24 of pregnancy, and that this may facilitate the retrospective identification of early pregnancy biomarkers.

## Methods

### Experimental animals and sample collection

Eleven Holstein-Friesian heifers, 14–17 months old, that had never been inseminated, were oestrus-synchronised and artificially inseminated at oestrus following previously described procedures [23]. Pregnancy was confirmed by trans-rectal ultrasound on Days 35 and 60 post-insemination. Plasma samples were collected from the jugular vein in EDTA tubes (Becton Dickinson, USA) on Days 0, 8, 16 and 60 after insemination, as described before [23, 25]. The ratio between miR-451 and miR-23a was used as an indicator of haemolysis [26]; most samples had a miR ratio < 5, indicating absence of haemolysis (S1 Fig). All animal procedures were carried out under the UK Home Office Animals (Scientific Procedures) Act 1986, license 60/4604, with approval by the Ethical Review Committee, University of Edinburgh.

Cells were obtained from whole blood samples (100 μL) that were centrifuged at 1,900 g for 10 min at 4°C. The resulting supernatant was discarded and the cell pellet was re-suspended to a volume of 250 μL. The fresh blood cell solution was then used for RNA extraction as described below.

Additional body tissue samples were collected from 3–4 animals at a local abattoir and were placed in ice-cold PBS until arrival at the laboratory. Tissues were then dissected, labelled, weighed and snap-frozen using dry ice. All samples were stored at -80°C until further use.

### RNA extraction

RNA was extracted from 700 μL of plasma using TRIzol LS (Life Technologies, USA) following the manufacturer’s protocol. Following homogenisation with TRIzol LS, 3.5 μL of exogenous cel-miR-39-3p (5.6 x 10^8^ copies per sample; Qiagen, Germany) were spiked into the homogenate. Prior to RNA precipitation, 40 μg of glycogen (Sigma-Aldrich, USA) were added to each sample to facilitate precipitation of RNA in the presence of 0.1 volume of 5 M ammonium acetate salt (Sigma-Aldrich) as recommended by the manufacturer. RNA pellets were re-suspended in 20 μL of RNase-free water (Qiagen) and used immediately in downstream protocols or frozen at -80°C until further use.

Blood cell suspensions (250 μL) were homogenised using 3 volumes of TRIzol LS and extracted as per manufacturer instructions. RNA pellets were re-suspended in 10 μL of RNase-free water and frozen at -80°C until further use.

Other tissues (50 mg) were thawed in 1 mL of TRIzol LS and disrupted with Lysing Matrix D (MP Biomedicals, UK) and a FastPrep FP120 Tissue Disruptor (Thermo Electron, USA) using 2 consequent 30-second runs at a speed setting of 5. Following homogenisation, samples were centrifuged at 10,000 g for 5 min at 4°C and the resulting supernatant was aspirated. The remaining steps for RNA extraction were carried out as described in the manufacturer’s protocol and the resulting RNA pellets were re-suspended in 40 μL of RNase free water. RNA content and quality in blood-cell and tissue samples were monitored using the Nanodrop ND-1000 Spectrophotmeter (average RNA yield = 630 ng and A_260/280_ = 1.9, Thermo Fischer Scientific, USA) and *RNU6-2* expression levels.

### Small RNA sequencing

Small RNA sequencing libraries were prepared from plasma samples using the TruSeq Small RNA Library Preparation Kit (Illumina, USA) and submitted to 36-base single-end sequencing on the HiSeq 2000 Sequencing System (Illumina). Raw sequencing data (publicly available on the GEO database accession GSE83509, [27]) were analysed using the sRNAbench 1.0 tool [28, 29]. Briefly, the software was run in genome mode using default settings, with the bovine genome (bosTau4) and miRBase 21 (accessed on 30 April 2015) [30, 31] as reference in order to identify bovine miRNAs (bta-miR) and human miRNA homologues (hsa-miR). A single nucleotide mismatch was allowed when mapping raw reads to known miRNA sequences and reads without sequencing adaptor, with undetermined bases and reads below 15 nucleotides (nt) in length being automatically removed from the analysis. For additional details about the integrated analysis steps in sRNAbench please refer to the software manual.

Normalised reads (reads per million mapped, RPMM) obtained from sRNAbench were filtered before being passed to edgeR 3.10.2 for differential expression analysis in R language 3.2.1 [32, 33]. Prior to analysis, miRNAs which were detected with less than 25 RPMM in more than 8 samples per experimental group were excluded to reduce technical noise. Differential expression analysis was performed using edgeR’s paired mode on 197 miRNAs (S1 File) using GLMfit. The statistical significance threshold was set to false discovery rate (FDR) = 0.05.

### RT-qPCR

For plasma samples, cDNA was generated using the miScript II RT Kit (Qiagen) with 2 μL of RNA extract used in each 10 μL reaction. For blood cell and tissue samples, 500 ng of RNA were used in each 10 μL reaction. A Whatman-Biometra Thermocycler (Biometra, USA) was used for the reverse transcription reaction using the conditions recommended by the manufacturer.

The cDNA template was diluted 40-fold and added to 10 μL qPCR reactions that were prepared in 96-well format using the miScript SYBR Green PCR Kit (Qiagen). Template amplification was carried out using commercial species-specific miRNA primers (Qiagen) in an Agilent MX3000P qPCR system (Agilent Technologies, USA), following the cycling conditions suggested by the manufacturer. No-reverse transcriptase and no-template controls were used for each plate. Raw fluorescence data were collected using MxPro software (Agilent Technologies). The amplification efficiency of different primers ranged between 81% and 115%, with R^2^ > 0.91. Expression levels were determined using freshly-made standard curves and data were analysed further using Microsoft Excel (Microsoft Corporation, USA). For plasma samples, expression levels were normalised to the mean expression of cel-miR-39-3p and miR-128 (miR-128 was the miRNA with the least variation across samples with coefficient of variation (CV) = 15%). For blood cells and tissues, expression data were normalised to *RNU6-2*. Samples with distinctly low *RNU6-2* levels were excluded.

Statistical analyses were carried out using GraphPad Prism 7 (GraphPad Software, USA). Differences in miRNA expression between Day 0 and Day 60 were assessed using paired t-tests. For data involving more than 2 time points one-way rmANOVA was used to determine the effect of Day, followed by Dunnett’s test to compare each time point with the Day 0 control. In all cases, normality was tested using the Shapiro-Wilk normality test, outliers were identified with the ROUT test and then removed, and data were log_2_(x+1) transformed to meet the tests’ normality criteria. Statistical significance thresholds for all tests were set to P = 0.05.

### Genomic cluster and pathway analyses

Information on genomic miRNA clusters in cow was obtained from miRBase 21 (accessed 23/06/2016) [31]. Genomic clusters were numbered in order of decreasing size as shown on miRBase, and the overlap with our sequencing gene list was identified manually.

Target and pathway analysis was carried out using DIANA miRPath 3.0 [34]. Experimentally validated miRNA targets were identified using DIANA-TarBase 7.0 and the Pathway Union option (an *a posteriori* method) was used for pathway analysis. The integrated Fischer’s exact test followed by FDR adjustment were used for statistical analysis. Enriched pathways from the KEGG database were exported from the tool along with the corresponding FDR-corrected P values. A significance threshold of FDR = 0.05 was applied to the corrected P values.

## Results and discussion

### Small RNA sequencing of bovine plasma

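Plasma was collected from 11 heifers on Day 0 and again on Day 60 of pregnancy, and small RNA from each sample was sequenced, which gave 22 libraries. The authors assigned reads with sRNAbench on the bosTau4 assembly and miRBase, and deposited the reads of each library for 844 mature miRNAs, 611 bovine and 233 human homologues. A second deposited table holds the same reads normalised to RPMM. In it, bovine miRNAs and human homologues are each scaled to their own total. RPMM given here are therefore scaled to the total of all miRNA reads of the library, and values of that table are called deposited RPMM. Total miRNA reads per library ran from 1912290 to 6839128 on Day 0, with a median of 4536808, and from 304117 to 12775451 on Day 60, with a median of 7597827. Differential expression was computed from the deposited counts with edgeR's quasi-likelihood test, TMM normalisation and heifer as a block. It covered the 195 miRNAs above 25 RPMM in more than 8 libraries of either day, and FDR stands for the Benjamini-Hochberg adjusted p of that test, with a threshold of 0.05. A positive log2 fold-change means a higher level on Day 60, and the number of heifers with a higher or lower level was taken from TMM-normalised reads. Measures of whole libraries were compared within heifers by an exact sign-flip permutation test, two-sided, whose smallest p with 11 heifers is 0.000977. In 314 cells of the deposited tables the value repeats that of another library of the same day, and none of these cells belongs to a tested miRNA.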

We sequenced a total of 22 plasma samples from Days 0 and 60 of pregnancy. On average, we generated 16.1 million raw reads per sample (Table 1). There was a distinct peak in read lengths between 20–23 nt, which matches the length of most mature miRNAs (Fig 1A). Out of the total raw reads, 5.6 million (34.7%) corresponded to bovine and human mature miRNA sequences (Table 1, Fig 1B). 

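Reads assigned to miRNAs averaged 5573039 per library. The mean was 4328352 ± 1806749 (SD, n = 11) on Day 0 and 6817727 ± 3807268 (SD, n = 11) on Day 60. Day 60 libraries held more miRNA reads in 7 of 11 heifers, and the mean within-heifer difference of 2489375 reads did not pass the exact sign-flip test (two-sided p = 0.0742). Without heifer 11 it was 3046376 reads (exact sign-flip test, two-sided p = 0.0352). Human homologues took a small share of the miRNA reads, 0.186 ± 0.102% (SD, n = 11) on Day 0 and 0.0854 ± 0.0335% (SD, n = 11) on Day 60. This share was lower on Day 60 in 11 of 11 heifers (exact sign-flip test, two-sided p = 0.000977, the smallest it can give). Most of the fall in the mean share lay in miR-4532, from 926 to 220 RPMM, and miR-210-3p, from 622 to 330 RPMM. It is therefore not read as a change of human homologues as a class.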

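The number of miRNAs detected at more than 10 reads did not differ between the days by the exact sign-flip test. Bovine miRNAs above that level numbered 268 to 336 per Day 0 library, with a median of 311, and 219 to 353 per Day 60 library, with a median of 332. The mean within-heifer difference of 6.18 bovine miRNAs did not pass the exact sign-flip test (two-sided p = 0.635). With all libraries thinned to the shallowest, its sign turned, to -6.55, with 1 of 11 heifers higher on Day 60 (exact sign-flip test, two-sided p = 0.127). That 1 was heifer 17, whose Day 60 library is the shallowest and so was not thinned. Its 219 bovine miRNAs became 193 with repeated cells set to 0, so this p rests in part on repeated cells. Thinning without those cells was not run. For human homologues the range was 15 to 24 on Day 0 and 14 to 27 on Day 60, with medians of 20 and 23 and a mean difference of 2.09 (exact sign-flip test, two-sided p = 0.266). With repeated cells set to 0, a setting chosen after the values were seen, the lowest Day 60 library had 193 bovine miRNAs and 5 human homologues. The highest number in one library, both kinds together, was 380. Over the 22 libraries 428 miRNAs passed the level in at least 1 library and 190 passed it in every library.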

Across all samples, we identified up to 389 unique miRNAs present at more than 10 reads. 

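A few miRNAs made up most of the plasma miRNA reads on both days, led by miR-486 and miR-22-3p. The 15 miRNAs with the highest mean deposited RPMM took 67.6 ± 2.69% (SD, n = 11) of the reads on Day 0 and 68.4 ± 5.00% (SD, n = 11) on Day 60. miR-486 lies on chromosome 27 of bosTau4 from 38990915 to 38990936 and reached 163304 ± 68811 deposited RPMM (SD) on Day 0 and 187148 ± 63626 on Day 60. Its log2 fold-change of 0.43 (SE 0.29) did not pass the edgeR test (FDR 0.236, higher in 8 of 11 heifers). miR-22-3p went from 115215 ± 19442 (SD) to 86953 ± 22953 and did not pass either (log2 fold-change -0.25, edgeR FDR 0.221, higher in 3 of 11 heifers). Of the 15, miR-143, miR-142-5p, miR-451 and miR-101 were higher on Day 60 and miR-103 was lower at the FDR threshold. miR-142-5p was higher in all 11 heifers on TMM-normalised reads, though not in all on RPMM (log2 fold-change 0.51, SE 0.14, edgeR FDR 0.0166). miR-451 had a log2 fold-change of 0.79 (SE 0.29, edgeR FDR 0.0425, higher in 8 of 11 heifers). miR-103 was lower in 10 of 11 heifers (log2 fold-change -0.78, SE 0.24, edgeR FDR 0.0220). With library totals miR-142-5p, miR-451 and miR-101 did not pass (edgeR FDR 0.0910, 0.0785 and 0.0508). The share of miR-143 went from 1.66 ± 0.418% (SD, n = 11) of the reads to 6.72 ± 6.64%, with the highest level, 214879 deposited RPMM, in heifer 31 on Day 60.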

The 15 most abundant miRNAs in bovine plasma are listed in Table 2. Eleven of these miRNAs were also among the most abundant in our previous cattle study [23].

**Fig 1:**
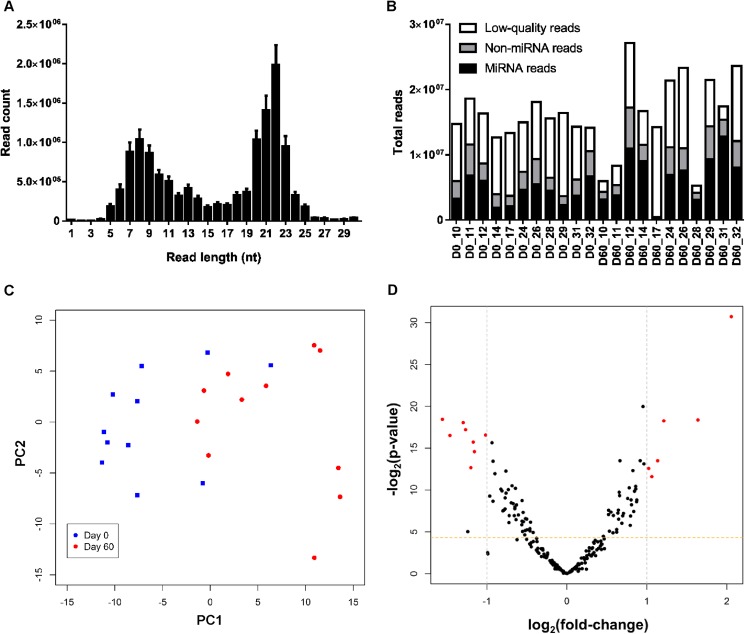
Small RNA sequencing results. (A) Read length (mean ± SEM) distribution plot for all samples constructed using raw reads. (B) Barplot showing total, mapped and miRNA reads for each plasma sample. Sample P60_17 generated very few miRNA reads, however it was included because it clustered normally in subsequent principal component analysis (PCA). (C) PCA plot using transformed normalised data and showing partial separation between Day 0 and Day 60 samples. (D) Volcano plot showing differences in individual miRNA values between Days 0 and 60 of pregnancy, using transformed normalised data. Values with fold-change > 2 and FDR < 0.05 are highlighted in red.

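The Day 60 library of heifer 17 was the shallowest of the 22. On the first principal component of log2 TMM-normalised reads, with a pseudocount of 1, its score was 18.98, the highest of all libraries. The next was heifer 10 on Day 60, at 9.39. The other 10 Day 60 libraries averaged 2.26 ± 3.94 (SD, n = 10). Within Day 60, scores correlated with log2 miRNA reads across 11 heifers with a Pearson r of -0.802 (permutation p = 0.0157, adjusted p = 0.0313 over 2 relations) and a Spearman rho of -0.382 (permutation p = 0.247, adjusted p = 0.494). Without heifers 17 and 28, r was -0.501. Within Day 0, r was 0.0386 (permutation p and adjusted p = 0.909) and rho was 0.0455 (permutation p and adjusted p = 0.902), with r at 0.419 without heifers 14 and 17.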

**Table 1:** Mean numbers of reads from sequencing of plasma samples on Days 0 and 60 of pregnancy (n = 11 heifers), including reads which were excluded from further analyses.

	Day 0	Day 60	Mean
Raw reads	15,382,609	16,807,294	16,094,951
Reads without adapter (excluded)	120,529	143,187	131,858
Short reads < 15 nt (excluded)	8,185,927	6,897,753	7,541,840
Low quality reads (excluded)	23,372	26,179	24,775
Reads mapping to bovine genome	7,052,780	9,740,175	8,396,478
Bovine miRNA reads	4,322,232	6,814,346	5,568,289
Bovine miRNAs detected at > 10 reads (range)	268–337	193–353	N/A
Human homologous miRNA reads	7,469	5,451	6,460
Human miRNAs detected at > 10 reads (range)	18–32	5–36	N/A

**Table 2:** Most abundant miRNAs (RPMM) in bovine plasma on Days 0 and 60 of pregnancy (n = 11 heifers) identified by sequencing.

miRNA	Day 0	Day 60	Mean
bta-miR-486	163,304	187,148	175,226
bta-miR-22-3p	115,215	86,953	101,084
bta-miR-192	55,994	45,163	50,578
bta-miR-27b	50,069	39,846	44,957
bta-miR-143	16,617	67,181	41,899
bta-miR-10b	49,529	30,810	40,169
bta-miR-142-5p	31,254	40,063	35,659
bta-miR-191	32,881	33,804	33,343
bta-miR-423-5p	34,453	23,760	29,106
bta-miR-451	19,021	27,249	23,135
bta-miR-21-5p	21,387	24,164	22,775
bta-miR-101	17,776	25,853	21,814
bta-miR-92a	23,371	19,306	21,339
bta-miR-103	27,287	13,565	20,426
bta-miR-30d	17,498	18,882	18,190

From our comprehensive miRNA profiling dataset we sought to identify stable miRNAs which could be utilised for data normalisation in subsequent steps. 

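miR-1839, miR-128, miR-151-3p and miR-425-5p had the smallest relative spread in RPMM among the 195 tested miRNAs over the 22 libraries. The CV of miR-1839 was 14.1%. The CV of miR-128 was 15.7% (jackknife SE 4.00 over 11 heifers), at a mean of 2560.4 ± 402.8 RPMM (SD, n = 22), with rank 2. miR-151-3p and miR-425-5p followed at 16.90% and 16.91%. Leaving out each heifer in turn placed miR-128 at ranks 1 to 3. On TMM-normalised reads miR-181b had the lowest CV, 14.6%, followed by miR-148a, miR-128 and miR-1839.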

The miRNA with the lowest variability across samples was miR-128 (CV = 15%) followed by miR-151-3p and miR-425-5p (Table 3). This result was confirmed by NormFinder, which listed miR-128 as the second least variable miRNA in the dataset after miR-181b, with stability values of 0.07 and 0.06, respectively (S1 File, Table 3). 

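miR-181b, miR-425-5p and miR-128 were the most stable miRNAs by NormFinder, run with day as the group on log2 RPMM plus a pseudocount of 1. The stability value was 0.0936 for miR-181b, 0.104 for miR-425-5p and 0.106 (jackknife SE 0.0360) for miR-128. On natural logs the values were 0.0649 for miR-181b, 0.0722 for miR-425-5p and 0.0734 for miR-128. Leaving out each heifer in turn placed miR-128 at ranks 1 to 6.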

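miR-128 showed no change between the days that passed the test. Its log2 fold-change was -0.09 (SE 0.14, edgeR FDR 0.655). With library totals the log2 fold-change of miR-128 was -0.28 (edgeR FDR 0.144), and its RPMM went from 2785 ± 162 to 2336 ± 452 (SD, n = 11). miR-181b had a log2 fold-change of -0.07 (SE 0.14, edgeR FDR 0.698) and averaged 1293.9 ± 272.4 RPMM (SD, n = 22).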

We choose miR-128 as an endogenous normaliser for subsequent RT-qPCR assays over miR-181b on the basis of its higher abundance (see ‘Methods‘).

**Table 3:** The 20 most stable miRNAs in bovine plasma from Days 0 and 60 of pregnancy identified using sequencing (n = 22 samples).

miRNA	RPMM	Coefficient of variation	NormFinder stability value
bta-miR-128	2,687	15%	0.07
bta-miR-151-3p	6,732	16%	0.12
bta-miR-425-5p	1,724	17%	0.07
bta-miR-1307	266	20%	0.08
bta-miR-181b	1,295	21%	0.06
bta-miR-148a	15,092	21%	0.09
bta-miR-130b	1,085	21%	0.12
bta-miR-148b	351	21%	0.13
bta-miR-181a	13,983	22%	0.11
bta-miR-1842	113	23%	0.11
bta-miR-6119-3p	40	23%	0.12
bta-miR-92a	21,339	24%	0.13
bta-miR-30a-5p	6,808	26%	0.12
bta-miR-27b	44,957	27%	0.13
bta-miR-29c	733	27%	0.12
bta-miR-151-5p	1,667	27%	0.13
bta-miR-326	174	30%	0.13
bta-miR-744	318	31%	0.14
bta-miR-194	442	33%	0.13
bta-miR-224	86	37%	0.14

### Identification of differentially expressed miRNAs on Day 60 of pregnancy

Principal component analysis (PCA) revealed partial separation of samples based on Day of pregnancy as shown in Fig 1C. 

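Samples from Day 60 scored higher than those from Day 0 of the same heifer on the first principal component in all 11 heifers. The mean within-heifer difference was 7.56 ± 4.98 (SD, n = 11; exact sign-flip test, two-sided p = 0.000977). This component held 31.7% of the variance over the 195 tested miRNAs, and the next held 19.1%. The days overlapped: 5 Day 60 libraries scored above the highest Day 0 library, and 7 Day 0 libraries scored below the lowest Day 60 library.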

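Plasma levels of 69 of the 195 tested miRNAs differed between Day 60 and Day 0 at the FDR threshold in edgeR. Of these, 34 were higher on Day 60 and 35 were lower. On TMM-normalised reads miR-28, miR-32 and miR-142-5p were higher in all 11 heifers, though not in all on RPMM, and miR-139, named after its values were seen, was lower in all 11. miR-28, on chromosome 1 of bosTau4 from 80395850 to 80395871, went from 191 ± 59.4 to 317 ± 87.8 RPMM (SD, n = 11; log2 fold-change 0.94, SE 0.17, edgeR FDR 0.00597). miR-150 had a log2 fold-change of 0.80 (SE 0.22, edgeR FDR 0.0166, higher in 10 of 11 heifers). miR-423-3p, the most abundant of the lower miRNAs after miR-103, went from 17502 ± 4796 to 8427 ± 3096 RPMM (SD, n = 11; log2 fold-change -0.91, SE 0.23, edgeR FDR 0.0111, lower in 9 of 11 heifers). All 69 are among the miRNAs of the paper's S1 File list of differentially expressed miRNAs, with the same direction. The split by direction moved with the scaling. It was 11 higher and 57 lower with library totals, where miR-150 and miR-142-5p did not pass, 21 and 58 with upper quartile scaling, and 35 and 20 with scaling to miR-128, as the median log2 fold-change of all tested miRNAs went from -0.06 with TMM to -0.25 with library totals and -0.22 with the upper quartile. Leaving out each heifer in turn gave 35 to 97 miRNAs, with 44 without heifer 10, 43 without heifer 11 and 35 without heifer 28. With the mean change of 6 erythroid miRNAs as a covariate, let-7c, miR-143 and miR-28 alone passed, while all 69 kept their direction, 48 of them had an unadjusted p under 0.05, their median log2 fold-change in size went from 0.79 to 0.62, and 36 of 100 random lists of 6 other miRNAs left as few calls.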

Differential expression analysis identified 77 miRNAs which were differentially expressed on Day 60 compared to Day 0 with FDR < 0.05 (Fig 1D, Table 4; S1 File). 

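let-7c showed the largest increase and miR-4532 the largest decrease among the miRNAs that passed the test. Both FDR and a log2 fold-change beyond 1 in size were met by 13 miRNAs, 6 higher and 7 lower on Day 60. let-7c, on chromosome 1 of bosTau4 from 20136289 to 20136310, went from 273 ± 170 to 932 ± 450 RPMM (SD, n = 11). Its log2 fold-change was 2.05 (SE 0.30, edgeR FDR 0.00127, higher in 10 of 11 heifers), and the mean of the within-heifer ratios was 4.53. miR-143, on chromosome 7 from 60268857 to 60268878, went from 16614 ± 4180.3 to 67189.6 ± 66383.5 RPMM (SD, n = 11; log2 fold-change 1.63, SE 0.37, edgeR FDR 0.00866, higher in 10 of 11 heifers). The other increases were miR-155 with a log2 fold-change of 1.21 (SE 0.25, edgeR FDR 0.00837), miR-19a, miR-19b and miR-32. miR-205, on chromosome 16 from 72083298 to 72083319, went from 1072 ± 499 to 344 ± 176 RPMM (SD, n = 11; log2 fold-change -1.48, SE 0.32, edgeR FDR 0.00837, lower in 9 of 11 heifers). miR-328, miR-99b, miR-23a, miR-324 and miR-665 were lower, with log2 fold-changes from -1.30 to -1.02. In heifer 32 only miR-143, miR-32 and miR-4532 of the 13 went the same way as in edgeR, and without this heifer 25 miRNAs passed both limits.

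**Figure D1:**
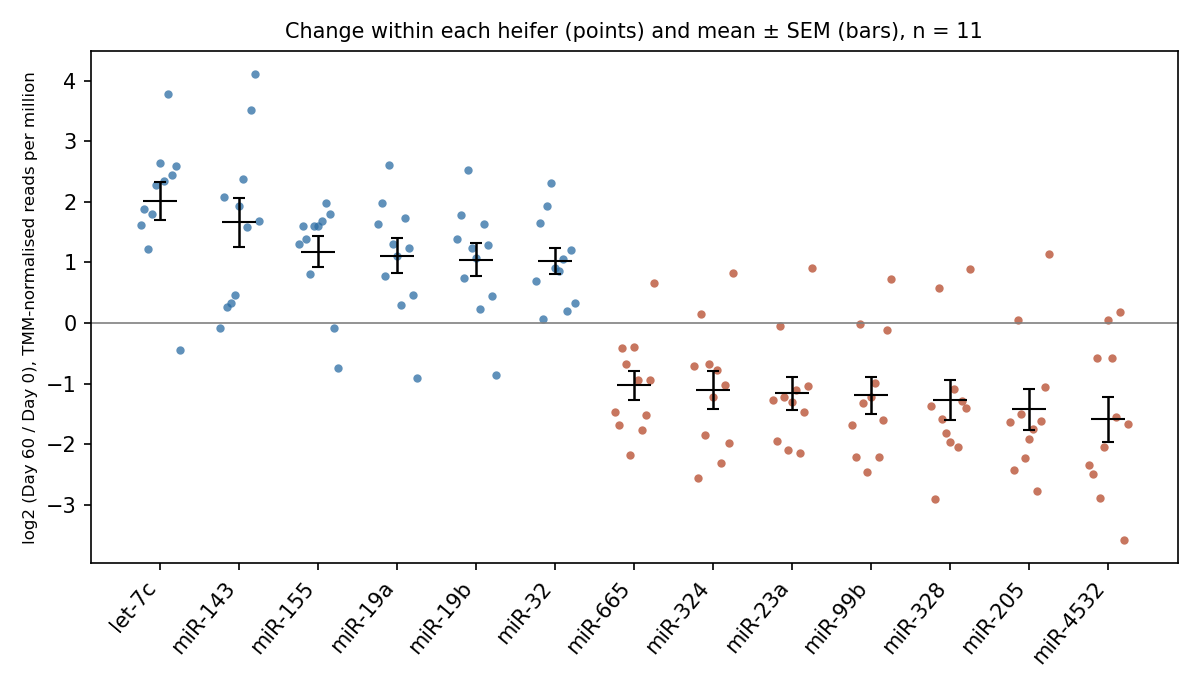
Log2 change from Day 0 to Day 60 in each of the 11 heifers (points) for the 13 miRNAs with FDR under 0.05 and a log2 fold-change beyond 1 in size, with the mean ± SEM (n = 11). For let-7c 10 of 11 heifers lie above 0, and for miR-23a 1 does.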

Fourteen miRNAs changed by more than 2-fold between groups and the largest difference was observed for let-7c, which increased 4.5-fold on Day 60 of pregnancy.

**Table 4:** Top differentially expressed miRNAs in plasma between Day 0 and 60 of pregnancy (n = 11 heifers).

miRNA	Day 0*	Day 60*	Fold-change	FDR
bta-let-7c	273	932	4.53	0.000
bta-miR-143	16617	67181	4.11	0.000
bta-miR-16a	1965	4212	2.68	0.048
bta-miR-155	250	477	2.32	0.000
bta-miR-19a	298	569	2.28	0.001
bta-miR-19b	1036	1913	2.13	0.003
bta-let-7f	4265	6502	2.12	0.012
bta-miR-32	387	792	2.01	0.002
bta-miR-374b	71	112	2.00	0.007
bta-miR-26a	9042	13806	1.95	0.006
bta-miR-26b	2971	4506	1.94	0.011
bta-miR-324	41	18	0.51	0.001
bta-miR-665	103	45	0.51	0.000
bta-miR-410	267	124	0.50	0.000
bta-miR-328	143	54	0.49	0.000
bta-miR-23a	7123	2795	0.49	0.000
bta-miR-99b	1142	414	0.49	0.002
bta-miR-424-3p	32	11	0.47	0.000
bta-miR-205	1072	344	0.46	0.000
hsa-miR-4532	945	229	0.42	0.000

*Values shown for Days 0 and 60 are mean RPMMs. 

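miR-4532 fell on Day 60 and was the most abundant of the human homologues tested on Day 0. It is placed on chromosome 24 of bosTau4 from 41098756 to 41098772. Its level went from 926 ± 868 to 220 ± 89.997 RPMM (SD, n = 11). The log2 fold-change was -1.60 (SE 0.35, edgeR FDR 0.00837, lower in 9 of 11 heifers). Of the other human homologues tested, miR-210-3p was lower in 10 of 11 heifers (log2 fold-change -0.77, SE 0.20, edgeR FDR 0.0125), while miR-4792 and miR-802 did not pass. On Day 60 miR-210-3p was above miR-4532, at 329.8 RPMM. miR-210-3p and miR-4792 were named after their values were seen. On the deposited normalised reads, where human homologues are scaled among themselves, the log2 fold-change of miR-4532 was -0.50 and did not pass edgeR's likelihood ratio test.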

Note that miR-4532 is a novel human homologue not annotated in cow in miRBase 21.

Given the identification of miRNA clusters associated with pregnancy in other species [35], we next sought to determine whether the miRNAs differentially expressed between Days 0 and 60 of pregnancy belonged to specific genomic clusters. A total of 82 miRNA clusters, each containing 2 to 47 miRNAs, are registered for cow in miRBase 21. Using this as reference, we found that 31 out of the 77 differentially expressed miRNAs belonged to a cluster, being present together with at least another miRNA from the same cluster (Table 5). 

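Differentially expressed miRNAs that lie close together mostly moved in the same direction. Of the 67 bovine miRNAs that passed the edgeR test, 23 lie within 10000 bases of another on bosTau4, by the positions in the deposited tables. They form 10 groups, and in 9 of these all members moved one way. The largest, on chromosome 12 from 64665115 to 64665582, holds miR-17, miR-18a, miR-19a and miR-20a, all higher on Day 60. The next, on chromosome X from 21829475 to 21832452, holds miR-3431, miR-224 and miR-452, all lower. In the remaining group, on chromosome 15, let-7a was higher and miR-100 was lower.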

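Several clusters of the paper's Table 5 had lower levels on Day 60. In the miR-23a~24 cluster, miR-23a and miR-27a-3p were lower (log2 fold-change -1.18 and -0.82, edgeR FDR 0.00837 and 0.0137, lower in 10 and 9 of 11 heifers). The known members of this cluster and of its paralogue, miR-23b~24, gave 2 lower and 0 higher of 5 tested, the same as when adjusted over the list alone. Their set test with camera did not pass (adjusted p = 0.364, median log2 fold-change -0.15). In the miR-99 and miR-125 families 3 of 5 tested miRNAs were lower, 4 when adjusted over the list alone, with an adjusted p of 0.0438 from camera at its preset correlation, 0.505 with the estimated correlation, and a median log2 fold-change of -0.79. With scaling to miR-128 1 of the 5 was lower, and with library totals all 5 were. miR-99b fell by 1.21 on the log2 scale (SE 0.29, edgeR FDR 0.0108, lower in 10 of 11 heifers). Both tested members of the miR-424~450b cluster, miR-450a and miR-450b, were lower (log2 fold-change -0.53 and -0.74, edgeR FDR 0.0334 and 0.0220, lower in 9 of 11 heifers each), also when adjusted over the list alone. miR-452, miR-224 and miR-3431, which form a cluster, were lower, with a median log2 fold-change of -0.57. In the miR-199a~214 cluster miR-199a-5p was lower, and miR-214 did not pass (edgeR FDR 0.0554). With scaling to miR-128, neither miR-450a nor miR-450b passed. These lists hold miRNAs that the study chose on the same samples, so their direction is not independent evidence.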

In total, 13 miRNA clusters were represented among differentially expressed miRNAs. Among these were the miR-379~656 cluster (known as C14MC in humans), represented by 5 miRNAs, and the miR-17~92 and miR-106b~25 clusters, represented by 5 and 2 miRNAs, respectively (Table 5). 

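C14MC miRNAs were lower on Day 60, while members of the miR-17~92 and miR-106b~25 clusters were higher. Of 7 tested C14MC miRNAs, all on chromosome 21 of bosTau4, 5 were lower and 0 were higher, also when adjusted over the list alone. miR-410 (66042784 to 66042804) had a log2 fold-change of -0.94 (SE 0.23, edgeR FDR 0.0108) and miR-381 one of -0.93 (SE 0.24, edgeR FDR 0.0123). miR-369-3p, miR-154c and miR-380-3p followed at -0.77, -0.69 and -0.64, and each of the 5 was lower in 10 of 11 heifers. miR-494 and miR-411a did not pass (edgeR FDR 0.439 and 0.931). The median of the 7 was -0.69, with an adjusted p of 0.0193 from camera at its preset correlation, against 0.505 with the estimated correlation. With scaling to miR-128, 3 of the 7 passed, and with the erythroid covariate 0 passed at a median of -0.68.
In the neighbouring miR-493~136 cluster 1 of 4 tested miRNAs, miR-665, was lower (log2 fold-change -1.02, SE 0.23, edgeR FDR 0.00866, lower in 10 of 11 heifers), and 4 were lower when adjusted over the list alone (camera adjusted p = 0.0482 at the preset correlation and 0.505 with the estimated one, median log2 fold-change -0.58). In the miR-17~92 cluster 5 of 7 tested miRNAs were higher and 0 were lower, also when adjusted over the list alone, with an adjusted p of 0.0168 from camera at its preset correlation, 0.505 with the estimated one, and a median of 0.66. miR-19a and miR-19b led with log2 fold-changes of 1.13 (SE 0.27) and 1.06 (SE 0.26), both at an edgeR FDR of 0.0108 and higher in 10 of 11 heifers. In the miR-106b~25 cluster miR-106b and miR-93 were higher, 2 of 3 tested, with log2 fold-changes of 0.83 and 0.70 (edgeR FDR 0.0220 for both, higher in 9 of 11 heifers each), also when adjusted over the list alone (camera adjusted p = 0.111). With library totals, 2 miRNAs of miR-17~92 and 0 of miR-106b~25 passed, while the median of each list kept its sign, and with the erythroid covariate 0 of either passed. The study chose these clusters on the same samples, so their direction is not independent evidence.

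**Figure D2:**
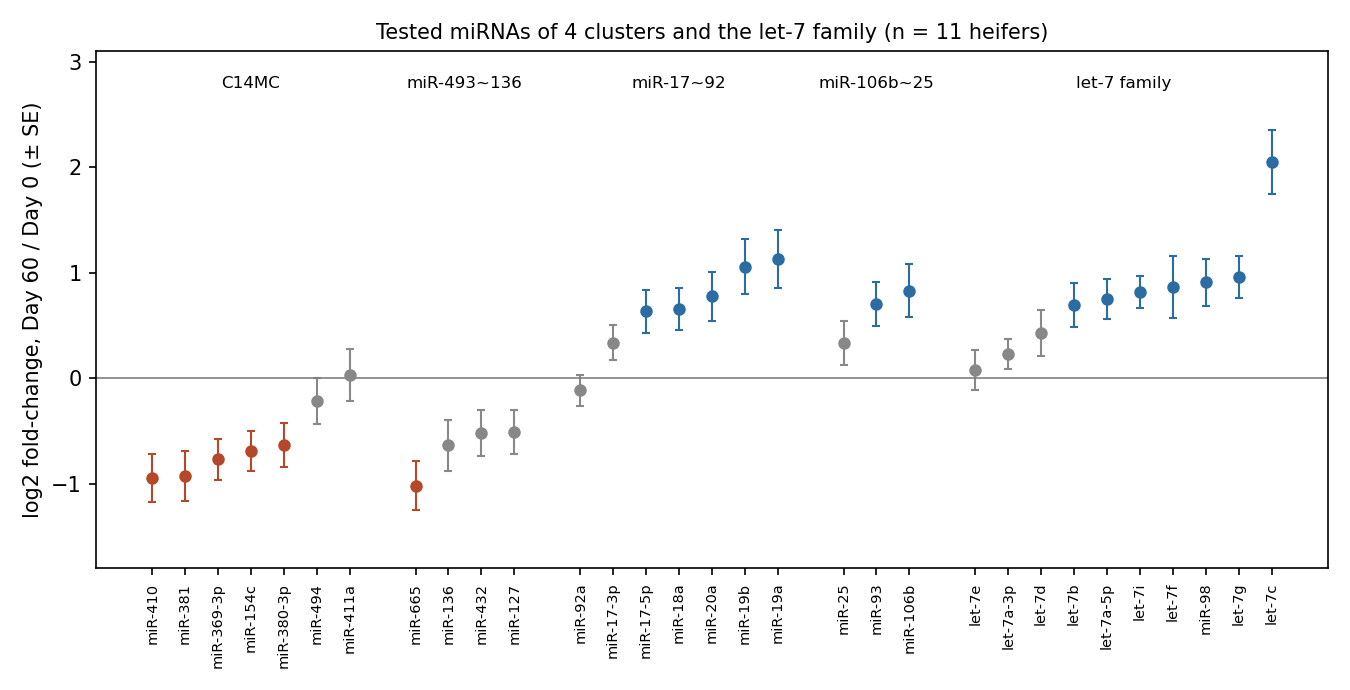
Log2 fold-change (Day 60 against Day 0) ± SE of the tested members of 5 miRNA groups in edgeR with TMM normalisation, n = 11 heifers. Members past the FDR threshold are blue where higher and red where lower on Day 60, and grey members did not pass; 5 of 7 C14MC miRNAs are red.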

The C14MC cluster is known to be expressed in the placenta and is involved in foetal development; circulating levels of C14MC miRNAs increase during human pregnancy [36, 19, 37, 38]. The miR-17~92 and miR-106b~25 clusters are paralogues, with a demonstrated role in vascular endothelial growth factor (VEGF)-mediated angiogenesis through targeting of phosphatase and tensin homolog (PTEN), and a possible role in placental immune tolerance during the first trimester of pregnancy; both clusters are highly expressed in the human placenta [36, 39–41]. Finally, several members of the let-7 family known to be expressed in the human placenta [36] were present across multiple genomic clusters (Table 5). Overall, these results suggest functionally conserved roles of a subset of pregnancy-associated miRNA clusters across species.

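The let-7 family was higher on Day 60. Of 10 tested miRNAs 7 were higher and 0 were lower, also when adjusted over the list alone, with a median log2 fold-change of 0.78 and an adjusted p of 0.000199 from camera at its preset correlation, against 0.505 with the estimated correlation. Beside let-7c, let-7g had a log2 fold-change of 0.96 (SE 0.20, edgeR FDR 0.00837) and let-7i one of 0.82 (SE 0.15, edgeR FDR 0.00597), each higher in 10 of 11 heifers. let-7i went from 2898 ± 780.2 to 4485 ± 1208 RPMM (SD, n = 11). miR-98 and let-7a-5p had log2 fold-changes of 0.91 and 0.75 and let-7b one of 0.69, each higher in 10 of 11 heifers. let-7d, let-7e and let-7a-3p did not pass. With library totals 4 of the 10 passed, all higher, and with the erythroid covariate let-7c alone passed. Mature let-7 miRNAs are close in sequence, so the assignment of reads among them is uncertain. From the presence of C14MC, miR-17~92, miR-106b~25 and let-7 miRNAs among those that differed, and from the expression of these in human placenta in other studies, the paper proposes that some pregnancy-associated clusters have conserved roles across species.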

**Table 5:** Genomic clusters represented by miRNAs differentially expressed in plasma between Days 0 and 60 of pregnancy (n = 11 heifers).

Cluster*	Genomic location	No. of miRNAs in cluster	Differentially expressed miRNAs between Days 0 and 60 of pregnancy
miR-379~656	chr21:67561869–67604767	47	mir-380, mir-154c, mir-381, mir-369, mir-410
miR-424~450b	chrX:18185439–18178985	7	mir-424, mir-450a-2, mir-450a-1, mir-450b
miR-493~136	chr21:67416605–67431509	7	mir-665, mir-136
miR-17~92	chr12:66226554–66227332	6	mir-17, mir-18a, mir-19a, mir-20a, mir-19b
let-7a-3~3596	chr5:117119385–117120270	4	let-7a-3, let-7b
let-7a-1~7d	chr8:86884872–86887517	3	let-7a-1, let-7f-1
miR-106b~25	chr25:36892046–36892532	3	mir-106b, mir-93
miR-199a~214	chr16:40491602–40485916	3	mir-199a-1, mir-214
miR-23a~24	chr7:12981970–12981713	3	mir-23a, mir-27a
miR-452~3431	chrX:34665624–34662756	3	mir-452, mir-224, mir-3431
miR-99b~125b	chr18:58014868–58015620	3	mir-99b, mir-125a
miR-100~let-7a-2	chr15:33353395–33347640	2	mir-100, let-7a-2
let-7-2~miR-98	chrX:96383532–96382746	2	let-7f-2, mir-98

*Only clusters for which at least 2 miRNAs were differentially expressed are shown

To gain insight on the roles of the differentially expressed miRNAs during pregnancy we carried out pathway enrichment analysis, using the DIANA web-tool [34], separately using experimentally validated targets of all the up-regulated and down-regulated miRNAs on Day 60 of pregnancy (39,555 and 17,439 targets, respectively). 

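The up-regulated miRNAs included several abundant ones, and so did the down-regulated miRNAs. By mean RPMM the leading increases after miR-143, miR-142-5p, miR-451 and miR-101 were miR-30e-5p, at 15748 ± 3646 on Day 0 and 20033 ± 4127 on Day 60 (SD, n = 11), and miR-186, at 14206 ± 2879.9 and 17601 ± 2409. miR-186 had a log2 fold-change of 0.51 (SE 0.13, edgeR FDR 0.0123, higher in 10 of 11 heifers). With library totals its log2 fold-change was 0.32 and neither it nor miR-30e-5p passed (edgeR FDR 0.0903 and 0.116, n = 11). The leading decreases after miR-103 and miR-423-3p were miR-27a-3p, at 10332 ± 3569 and 5003 ± 1339.5 RPMM (SD, n = 11), and miR-23a, at 7122 ± 2539 and 2796 ± 1109. miR-375 had a log2 fold-change of -0.97 (SE 0.30, edgeR FDR 0.0220, lower in 9 of 11 heifers). Of the miRNAs in the paper's S1 File list, 76 were tested here and 69 passed, while miR-16a, miR-365-3p, miR-1343-3p, miR-1388-3p, miR-125b, miR-136 and miR-214 did not. Pathways and their targets were not analysed here.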

There was significant overlap between enriched pathways targeted by up-regulated and down-regulated miRNAs (S2 File), and these common pathways included fatty acid synthesis and metabolism, extracellular cell membrane (ECM)-receptor interaction, adherens junction, Hippo signalling and the thyroid hormone, p53 and cell cycle pathways. Up-regulated miRNAs in pregnancy also targeted the forkhead O (FOXO) and transforming growth factor beta (TGF-β) signalling pathways. These results suggest roles of miRNAs in regulating cell metabolism as well as proliferation/survival/migration processes involved in tissue growth during pregnancy.

### Validation of sequencing data using RT-qPCR

Previous studies with human tissues have shown only partial agreement in miRNA expression data generated using different profiling platforms [42]. Thus, we set out to validate our results from sequencing using RT-qPCR. Fourteen differentially expressed miRNAs were selected for validation (Table 6) based on both their relative abundance (RPMM) and fold-change between Days 0 and 60 (Table 4, S1 File). 

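Of the 14 miRNAs of the paper's Table 6, 12 passed the edgeR test in the sequencing data, with miR-30c and miR-152 as the exceptions. let-7f went from 4250.2 ± 2449.9 to 6483 ± 3154 RPMM (SD, n = 11; log2 fold-change 0.86, SE 0.29, edgeR FDR 0.0334, higher in 7 of 11 heifers). miR-26a went from 9039.96 ± 4581 to 13805 ± 6231 (log2 fold-change 0.85, SE 0.26, edgeR FDR 0.0220, higher in 9 of 11 heifers), and miR-26b had a log2 fold-change of 0.87 (SE 0.27, edgeR FDR 0.0241, higher in 9 of 11 heifers). miR-101, on chromosome 8 of bosTau4 from 41898829 to 41898849, went from 17773 ± 8861 to 25845 ± 8285 RPMM (SD, n = 11; log2 fold-change 0.80, SE 0.25, edgeR FDR 0.0238, higher in 9 of 11 heifers). The log2 fold-change of miR-30c was 0.61 (SE 0.27, edgeR FDR 0.0842, higher in 6 of 11 heifers). miR-152 was lower in 10 of 11 heifers, at 1766 ± 661 and 721 ± 353 RPMM (SD, n = 11), with 0 reads in the Day 60 library of heifer 24 (log2 fold-change -1.25, SE 0.66, edgeR FDR 0.151). Without this heifer it passed. Of 6 tested miRNAs of the miR-30 family 2 were higher, also when adjusted over the list alone (camera adjusted p = 0.249, median log2 fold-change 0.40). Both tested miR-26 miRNAs were higher, also when adjusted over the list alone. With library totals miR-26a, miR-26b, let-7f and miR-101 did not pass. Of the 3 miRNAs of the miR-148 and miR-152 family 0 passed in edgeR or when adjusted over the list alone (camera adjusted p = 0.728, fry adjusted p = 0.0316).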

For 11 out of the 14 miRNAs, RT-qPCR results agreed with those from sequencing (Table 6, Fig 2A), although statistical significance was obtained only for 7 miRNAs, namely let-7c, -7f, miR-101, -30c, -26a, -143 and -205. Six miRNAs were expressed at significantly higher levels (up to 6-fold, P < 0.05) on Day 60 compared to Day 0, while miR-205 was significantly lower on Day 60 (1.5-fold, P < 0.05, Fig 2B, Table 6). Our subsequent analyses focused on these 7 miRNAs.

**Fig 2:**
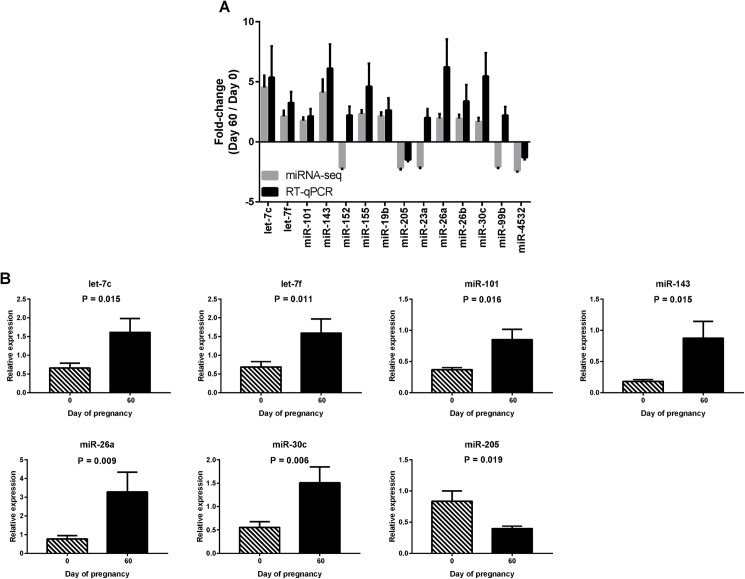
RT-qPCR validation of selected sequencing results. (A) Fold-changes in plasma miRNA levels (mean ± SEM) identified during pregnancy using sequencing and RT-qPCR. (B) Relative expression (mean ± SEM, normalised to the mean expression of cel-miR-39-3p and miR-128) of 7 miRNAs on Days 0 and 60 of pregnancy obtained by RT-qPCR.

**Table 6:** Differences in expression of plasma miRNAs between Days 0 and Day 60 of pregnancy (n = 11 heifers) obtained by sequencing and RT-qPCR.

	Next-generation sequencing			RT-qPCR	
miRNA	Fold-change	P value	FDR	Fold-change	P value
bta-let-7c	4.53	0.000	0.000	5.30	0.015
bta-miR-143	4.11	0.000	0.000	6.11	0.015
bta-miR-155	2.32	0.000	0.000	4.60	0.053
bta-miR-19b	2.13	0.000	0.003	2.63	0.929
bta-let-7f	2.12	0.003	0.012	3.25	0.011
bta-miR-26a	1.95	0.001	0.006	6.22	0.009
bta-miR-26b	1.94	0.002	0.011	3.38	0.054
bta-miR-101	1.76	0.003	0.014	2.12	0.016
bta-miR-30c	1.67	0.032	0.075	5.50	0.006
bta-miR-23a	0.49	0.000	0.000	2.00	0.312
bta-miR-99b	0.49	0.000	0.002	2.20	0.687
bta-miR-152	0.46	0.031	0.073	2.21	0.869
bta-miR-205	0.46	0.000	0.000	0.67	0.012
hsa-miR-4532	0.42	0.000	0.000	0.77	0.161

Potential roles for these miRNAs during pregnancy can be speculated based on previous literature and the results of gene ontology analyses above (S2 File). Four of the seven miRNAs, miR-143, miR-101, miR-30c and miR-26a, have been shown in previous studies to regulate insulin signalling and lipid metabolism and to be involved in diabetes [43–46], and thus they may play important roles regulating changes in maternal metabolism occurring early during pregnancy. In addition, miR-26a and let-7f have been shown to regulate macrophage- and T-cell-mediated immunity [47–50] which would be consistent with a role in establishing maternal immuno-tolerance, a key function during early pregnancy. Finally, miR-101, miR-205 and miR-26a are known regulators of angiogenesis [51–54], a key process during development of foeto-placental and maternal tissues during pregnancy.

### Tissue-wide expression of plasma miRNAs associated with pregnancy

Next, to investigate the origin of these miRNAs, and at the same time gain further insight on their potential roles during early pregnancy, we profiled the expression of all 7 miRNAs across 14 different bovine tissues, including blood cells. A total of 4 outliers were identified and removed from each of let-7f, let-7c, miR-101 and miR-143 datasets. Six miRNAs (let-7c, let-7f, miR-101, miR-143, miR-30c and miR-26a) were expressed in many different body tissues including the uterus and the placenta, with no particular tissue being clearly enriched for any particular miRNA (Fig 3), overall consistent with data from human tissues [55, 56]. Notably, relative expression levels for most miRNAs were lowest in both early (Day 70) and term placenta, indicating the developing conceptus may not be a significant source of these miRNAs in plasma. In addition, expression profiles suggested that, for all miRNAs except miR-143 and miR-205, blood cells are a significant source of plasma levels, consistent with roles in immuno-regulation as suggested above. Interestingly, mean levels of miR-205 were more than 8,000-fold higher in skin than in any other tissue (Fig 3). In mammals, miR-205 was reportedly expressed in a range of tissues including the thymus, mammary gland, early embryo, digestive tissue and skin [57–59, 55], however, different studies highlighted the importance of miR-205 in regulating keratinocyte function [60, 61], which is consistent with our results. Whether skin is indeed a significant contributor to circulating levels of miR-205 should be explored in future studies.

**Fig 3:**
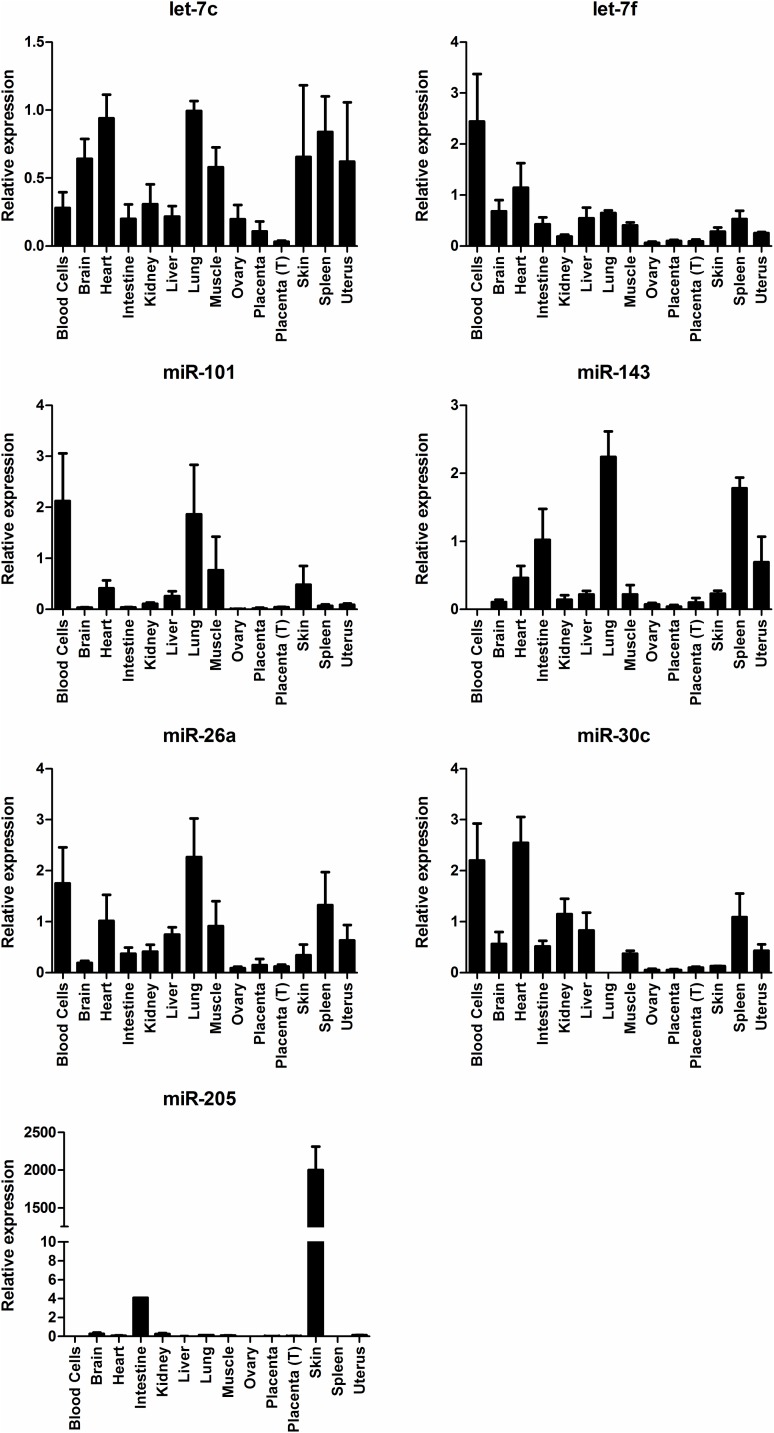
Expression of pregnancy-associated miRNAs in different tissues. Relative expression (mean ± SEM, normalised to *RNU6-2* expression) of pregnancy-associated miRNAs in 14 tissues from healthy cows (n = 3 animals per tissue). Placenta: Placenta from Day 70 of pregnancy; Placenta (T): Term placenta.

A caveat associated with our tissue profiling approach is that all tissues analysed (other than placenta) were collected from non-pregnant animals, which would not account for changes in tissue miRNA expression that may only occur during pregnancy. However, since our goal was to determine whether any of the miRNAs analysed (Fig 3) was specifically expressed or highly enriched in a particular tissue, which we can reasonably assume will not depend on pregnancy status, then the use of tissues from non-pregnant heifers for profiling those miRNAs was justified.

### Profiling of circulating miRNAs throughout early pregnancy

Finally, we sought to obtain further insight on these pregnancy-associated miRNAs by determining their temporal changes in circulation throughout early pregnancy. We hypothesised that some of the miRNAs identified on Day 60 may actually begin increasing at earlier stages of pregnancy (at or before Day 16), which could provide useful biomarkers of early pregnancy, possibly in the form of a miRNA panel. Accordingly, we profiled all 7 miRNAs by RT-qPCR on sequential plasma samples collected on Days 0, 8, 16 and 60 of pregnancy. We identified and removed one outlier value for each of miR-101, miR-26a and let-7f on Day 8, and miR-19a on Day 0. Analyses of the remaining data showed a significant effect of Day of pregnancy (P < 0.05) for all 7 miRNAs (Fig 4). Moreover, mean levels of many miRNAs did not change significantly until Day 60 (P < 0.05), with some miRNAs increasing gradually (non-significantly) throughout early pregnancy, e.g. miR-30c. Remarkably, however, mean levels of miR-26a were distinctly increased as early as Day 8 (3.1-fold; P = 0.046), resulting from a net increase in miR-26a levels (ranging from 1.3- to 11.7-fold) in 8 of 10 animals between Days 0 and 8. In addition, levels of miR-101 tended to increase (2.3-fold, P = 0.069) on Day 16 relative to Day 8 with no further elevation in mean levels of that miRNA up to Day 60 (Fig 4). Changes in miRNA levels in circulation this early during pregnancy (i.e., Day 8) have not been reported before and suggest a novel role for miR-26a, possibly through its immunomodulatory effects [48, 49], very early during the establishment of pregnancy, a proposition that clearly deserves further investigation. Although miR-26 has also been shown to play different roles presumably unrelated to pregnancy [62–64], the robust (3-fold) increase in plasma miR-26 levels between Days 8 and 0 of pregnancy suggest that miR-26a could be potentially used as a diagnostic biomarker as early as the first week of pregnancy, which could significantly facilitate reproductive management of modern dairy herds. Lastly, because changes in miR-26a and miR-205 showed opposite trends during early pregnancy we calculated the ratio between these 2 miRNAs to determine whether this could provide an improved diagnostic biomarker; we found the miR-26a / 205 ratio to increase 7.5-fold (P < 0.001) between Days 0 and 8 of pregnancy, providing an even more robust, potential molecular indicator of very early pregnancy in cattle (Fig 4).

**Fig 4:**
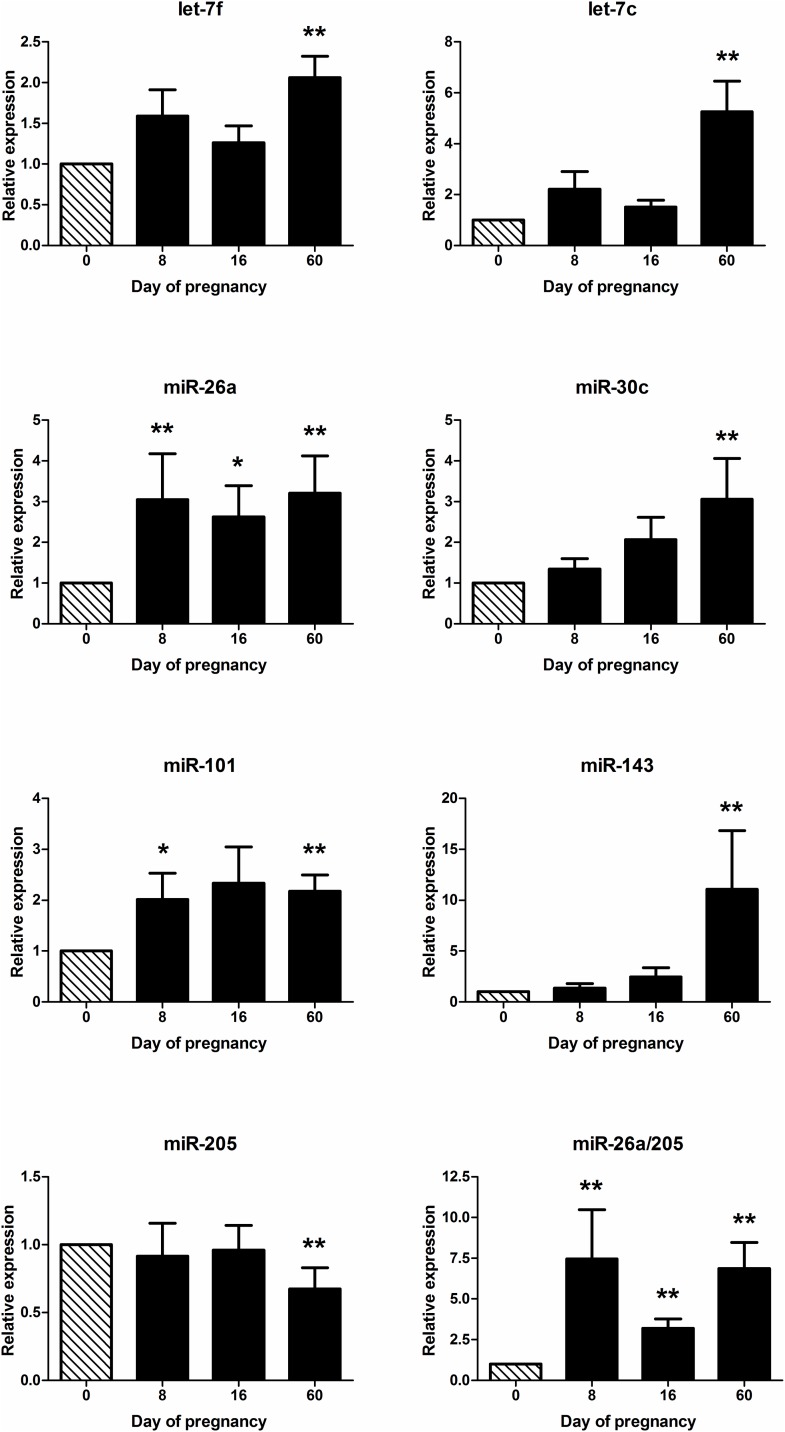
MiRNA profiles throughout early pregnancy determined by RT-qPCR. Relative expression (mean ± SEM, normalised to the mean expression of cel-miR-39-3p and miR-128) of selected miRNAs in plasma during Days 0, 8, 16 and 60 of pregnancy. For clarity, fold changes in miRNA expression relative to Day 0 are shown. Day means with one or two asterisks are different (P < 0.1 and P < 0.05, respectively) from the corresponding mean on Day 0.

## Conclusions

Our novel results using small RNA sequencing and RT-qPCR profiling show wide changes in circulating miRNA profiles occurring by Day 60 of pregnancy in cattle, in contrast with the much smaller differences previously reported from high-throughput analysis of small RNAs earlier during pregnancy (Days 16 and 24) [23]. Specifically, we identify a subset of miRNAs (let-7f, let-7c, miR-30c, miR-101, miR-26a, miR-205 and miR-143), the levels of which increase distinctly in circulation (up to 6-fold) in Day 60 pregnant relative to non-pregnant (Day 0) cows, and which provide novel molecular candidates involved in the establishment of pregnancy in cattle. Significantly, an increase in plasma levels of miR-26a was identified as early as Day 8, much earlier than previously reported for any miRNA during pregnancy in any species, suggesting one of the biological role of this miRNA may be in the very initial stages of pregnancy, providing a potential unique diagnostic biomarker of early pregnancy. Overall, the subset of miRNAs identified in our study provide the basis to elucidate specific roles of miRNAs during early pregnancy and for more comprehensive biomarker identification studies in the future.

## Supporting information

S1 Fig Haemolysis screen of plasma samples. Ratio between miR-451 and miR-23a in all plasma samples from Days 0, 8, 16 and 60 of pregnancy, as an indicator of haemolysis.
(TIF)

S1 File Sequencing miRNA profiles. Normalised expression for all miRNAs used in differential expression analysis.
(XLSX)

S2 File Pathway analysis. Pathways identified to be targeted by miRNAs that were up-regulated or down-regulated in plasma between Days 0 and 60 of pregnancy.
(XLSX)

## Abbreviations

miRNA: microRNA
nt: nucleotide
PCA: principal component analysis
qPCR: quantitative polymerase chain reaction
RPMM: reads per million mapped
RT: reverse transcription

How the deposited data were processed for this re-analysis (not part of the article)

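Plasma small RNA of 11 heifers was sequenced on Day 0 and on Day 60 of pregnancy, 22 libraries in all. Samples were grouped by day, and libraries of the same heifer were paired by the animal number in the labels. Own-animal libraries correlated across miRNAs, as deviations from the mean of each day, at a mean of 0.141, against -0.00628 with other animals, and 3 of 11 libraries correlated best with that of their own animal. The authors prepared libraries with the TruSeq Small RNA kit, assigned reads with sRNAbench in genome mode (Bowtie 0.12.9, bosTau4, miRBase) and deposited read counts per mature miRNA. The authors also deposited normalised RPMM, in which bovine miRNAs and human homologues are scaled separately. The count table lists 611 bovine miRNAs and 233 human homologues, and total counts per library ran from 304117 to 12775451. Raw reads, read lengths, RT-qPCR and pathway data were not analysed here.

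Each value of the RPMM table was compared with the count at a tolerance of 0.2%. In 314 cells the value of another library of the same day was repeated, among them 67 bovine miRNAs of the Day 0 library of heifer 14 and 59 of the Day 60 library of heifer 17. None of these cells belongs to the 195 tested miRNAs.

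The test of differential expression was edgeR's quasi-likelihood test (edgeR 4.0.16, R 4.3.3) on the deposited counts, with TMM normalisation, heifer as a block and Benjamini-Hochberg adjustment at 0.05. It covered miRNAs above 25 RPMM of all miRNA reads in more than 8 libraries of either day. A change beyond 2-fold means a log2 fold-change above 1 in size. Principal components used log2 values plus a pseudocount of 1, centred and not scaled, and NormFinder was written after its published model with day as the group. Measures of libraries were compared within heifers by an exact sign-flip permutation test over 2048 sign patterns, and correlations by 100000 permutations (smallest p 1e-05). Other tools were limma 3.58.1, DESeq2 1.42.0, Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9. Wilson intervals are at 95% and cover counting error only.

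The 20 lists of miRNAs were written before the data were examined, as were the design and all alternatives except the added ones named in the closing part. The lists were the let-7, miR-30, miR-26 and miR-29 families, the miR-148 and miR-152 family, the miR-99 and miR-125 families, and the miR-2284 and miR-2285 family. They were also the C14MC, miR-493~136, miR-17~92, miR-106b~25 and miR-424~450b clusters and the miR-23a~24 cluster with its paralogue. The last were erythroid, platelet, leukocyte, hepatocyte, muscle, epithelial and mesenchymal miRNAs. Of the 20 lists, 17 with at least 3 tested members went through camera at a preset correlation of 0.01 and an estimated correlation, and through fry. The adjusted p with the estimated correlation was 0.505 or more for every list, so none of the 8 lists past the threshold at the preset correlation passed with it. Lists were set from general knowledge, several members were calls in the paper's tables, and miR-24 is in 2 lists.

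Named miRNAs follow a rule. They are those of the paper's Tables 2, 4, 5 and 6 and the first 5 of Table 3, whose values in the paper had been seen. They are also the 10 highest and 10 lowest log2 fold-changes among miRNAs past the threshold with 1 direction in at least 9 of 11 heifers, up to 4 members per list with the smallest p, and any miRNA at least 20 times its median in a library. Named outside the rule, after their values were seen, were miR-1839, miR-139, miR-186, miR-423-3p, miR-210-3p, miR-4792, miR-494, miR-411a, let-7d, let-7e, miR-365-3p, miR-1343-3p and miR-1388-3p.

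Alternatives were DESeq2 size factors, library totals, miR-128 or upper quartile scaling, DESeq2, likelihood ratio tests, limma-voom, other filters, no block, each heifer left out, thinning to the shallowest library and an erythroid covariate. The steps were tested on simulated data for Day 60 against Day 0 over 195 miRNAs, with 40 changed in each of 20 simulations. Of the changed miRNAs 38.9% were recovered at 1.5-fold, 83.1% at 2-fold and 98.1% at 4-fold, and 4.45% of calls were false. Counts were drawn for each miRNA independently, so variation shared between miRNAs within a library was not simulated. These rates may therefore not hold for the real data.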

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

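The test on the erythroid miRNAs themselves and the choice of which miRNAs that stood apart to list were made only after the values were seen.

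In the Day 60 library of heifer 17, miR-122 took 2.28% of the miRNA reads (6947 of 304117, Wilson 95% interval 2.23 to 2.34%), and no other library exceeded 0.0151%. Its level was 22843 RPMM against a median of 43.0 over the other libraries. Other hepatocyte miRNAs were within the range of the other libraries there, at 29173 RPMM for miR-192, 566 for miR-194 and 55.9 for miR-802, except miR-885, at 19.7 RPMM from 6 counts against a highest of 9.94. miR-122 was not among the 195 tested miRNAs. With the S1 File miRNAs its log2 fold-change was 0.16 (SE 0.75, edgeR FDR 0.859) and with no filter 0.26 (SE 0.57, edgeR FDR 0.801). Counting error, a repeated value and liver RNA were tested for it earlier, and those tests are not reported here.

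Other miRNAs stood apart in 1 library or a few, with at least 1000 counts in a library. miR-185 reached 9546 RPMM in the Day 60 library of heifer 17, and miR-208b 1286 RPMM in that of heifer 28. miR-199a-3p had 6544 RPMM in the Day 0 library of heifer 17 and 4169, 3903 and 2886 RPMM in the Day 60 libraries of heifers 32, 17 and 10, with 2.92 RPMM or less in the others. miR-339a had 2003, 1292 and 1085 RPMM in the Day 60 libraries of heifers 17, 14 and 32, with 9.21 RPMM or less in the others. None was among the 195 tested and none of these values is a repeated cell. With no filter miR-339a passed (log2 fold-change 2.69, SE 0.73, n = 11 heifers, edgeR FDR 0.0256), and the other 3 did not. The tested miR-339b went from 1242 ± 189 RPMM on Day 0 to 875 ± 598 on Day 60 (SD, n = 11), with a lowest count of 1. The tested miR-199c went from 4544 ± 1827 to 3366 ± 2712 RPMM (SD, n = 11), with a lowest count of 0. Whether reads moved between miR-339a and miR-339b, or between miR-199a-3p and miR-199c, was not tested. The miR-339a result is therefore not read as a rise on Day 60.

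Lists of cell types that the paper did not analyse as groups passed camera at the preset correlation. Erythroid miRNAs were higher on Day 60 (camera adjusted p = 0.0482, median log2 fold-change 0.57, 2 of 6 higher in edgeR and 0 when adjusted over the list alone). Leukocyte miRNAs were higher (camera adjusted p = 0.0347, median 0.51, 3 of 9 higher and 4 when adjusted over the list alone, led by miR-155 and miR-150). Epithelial miRNAs were lower (camera adjusted p = 0.0457, median -0.49, 2 of 6 lower and the same when adjusted over the list alone, miR-205 and miR-375). None of the 3 passed with an estimated correlation (camera adjusted p = 0.505 each). With library totals 0 erythroid and 1 leukocyte miRNAs were higher and 4 epithelial ones were lower.

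With the mean change of the erythroid miRNAs as a covariate, 3 miRNAs passed in edgeR in place of 69, while 54 of the 195 tested, 48 of them among the 69, had an unadjusted p under 0.05. All 69 kept their direction, the median log2 fold-change in size went from 0.79 to 0.62 and the median SE from 0.23 to 0.26, so the calls ended through a smaller change together with a wider error. RNA released from red cells could account for this. The lowest ratio of log2 fold-change to SE among the erythroid miRNAs was 1.50 and none was lower. That check was set when the list was already known to be higher, so it cannot weigh for red cell RNA. Variation shared by most miRNAs could do so too, as 36 of 100 random lists of 6 other miRNAs left as few calls, with a median of 30.5 and a range of 0 to 96. The origin of the erythroid rise and pregnancy itself stay among the open explanations, untested.

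C14MC miRNAs were lower on Day 60, with a median log2 fold-change of -0.69. Scaling as the cause is argued against by the highest median over the scalings tried, -0.61. For dilution by red cell RNA, the median lay at a percentile of 0.18 among 10000 random lists matched on level, whose 5th percentile was -0.51. This cannot decide on dilution, which stays open. The paper had called 5 of the members on the same samples. Members also vary together (estimated correlation 0.46), which random lists leave out. Library depth is argued against by a median of -0.80 after thinning to the shallowest library. With the erythroid covariate 0 of the 7 passed, at a median of -0.68, and pregnancy as the cause stays open, untested.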

How the results depend on the processing

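Settings chosen only after the result was seen were the likelihood ratio tests on the S1 File miRNAs and RPMM, both settings with repeated cells at 0, and library totals without miR-143 and miR-486.

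Of 99 named miRNAs tested, compared under all alternatives 3062 times, 2695 comparisons kept direction and side of the threshold, 278 lost the threshold, 88 gained it and 1 reversed. The reversal was miR-802, a human homologue, at 1.02 with the likelihood ratio test on deposited normalised reads, where human homologues are scaled among themselves. Lists kept both in 225 comparisons and lost the threshold in 29.

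The 69 differentially expressed miRNAs became 3 with the erythroid covariate and 35 to 97 leaving out each heifer, with 44 without heifer 10, 43 without heifer 11 and 35 without heifer 28. Other alternatives gave 54 to 85. Of the 13 miRNAs beyond 2-fold, the count was 20 with filterByExpr, 29 with no filter, 3 with the erythroid covariate and 35 with repeated cells set to 0 and no filter, a setting added after the values were seen. It was 10 to 25 leaving out each heifer, with 25 without heifer 32. With no filter, more miRNAs of low level entered, 844 in place of 195. Without the block that pairs libraries by heifer (no replicate block), 83 miRNAs passed, 68 of them among the 69, and 14 were beyond 2-fold.

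The lists past camera were 8, against 5 with no replicate block, 2 with the erythroid covariate and 3 to 8 leaving out each heifer, with 4 without heifer 10, 3 without heifer 17 and 5 without heifer 29. The NormFinder value of miR-128 was 0.0319 on log10, a change of log base. The difference in miRNA reads was 1831107 to 3046376 leaving out each heifer and passed only without heifer 11 (exact sign-flip test, p = 0.0352). Human homologues at more than 1 read differed by 5.27 per library (exact sign-flip test, p = 0.0244). The repeated cells of human homologues all lie in Day 60 libraries, among them 34 in heifer 10 and 54 in heifer 17 with values of heifer 31. This count was not repeated with those cells at 0, so it is not read as a difference between the days. The causes of the other changes were not tested. The within-heifer difference on the first principal component passed in each setting, and the shallowest library limits miRNAs of low level.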

Differences from the paper's values

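The settings added only after the values were seen were the likelihood ratio tests on the S1 File miRNAs and RPMM, the repeated cells set to 0 and library totals without miR-143 and miR-486.

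Human homologues above 10 reads numbered 14 in the lowest Day 60 library, against the paper's 5. None of the alternatives set before the data were examined falls within the paper's value: it was 3 with thinning, 35 at more than 1 read and 0 at more than 100 reads. With repeated cells set to 0, chosen after the values were seen, it was 5, and 69 of the paper's 77 called miRNAs passed in this setting. The lowest Day 60 library had 219 bovine miRNAs above 10 reads, against the paper's 193, which this added setting also gave. The highest libraries had 24 and 27 human homologues on Days 0 and 60, against the paper's 32 and 36. The NormFinder value of miR-224 was 0.263 on natural logs, the scale that matches the S1 File (correlation 0.988 across 195 miRNAs, which are not independent replicates, median ratio 1.00), against the paper's 0.14. It was 0.265 with a pseudocount of 0.1 and 0.221 to 0.291 leaving out each heifer, all outside the paper's value.

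The paper names miR-128 as the least variable miRNA, while miR-1839 had the lowest CV of RPMM here and miR-181b the lowest on TMM-normalised reads, with miR-128 at rank 3. NormFinder placed miR-128 at rank 3 here and after miR-181b alone in the paper. On the RPMM of the S1 File, miR-128 had rank 2. The paper states that the Day 60 sample of heifer 17 clustered normally, while it had the highest score of all libraries on the first principal component.

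Of the paper's 77 differentially expressed miRNAs 76 were tested here, and 69 passed with the same direction. The others were miR-16a (edgeR FDR 0.0669, log2 fold-change 0.79, higher in 10 of 11 heifers), miR-365-3p (0.0698), miR-1343-3p (0.0539), miR-214 (0.0554), miR-1388-3p (0.0538), miR-125b (0.0553) and miR-136 (0.0530). The mean within-heifer ratio of miR-16a was 2.68, as in the paper, and 1.35 without heifer 17. Of the alternatives set before the data were examined, edgeR's likelihood ratio test called all 76 and DESeq2 called 75. Library totals and upper quartile scaling, the likelihood ratio test on deposited normalised reads and the fit without the block each called several of these, as did leaving out heifer 12, 31 or 32. miR-1343-3p also passed with DESeq2 size factors, without heifer 29 and, like miR-1388-3p, with limma-voom and the S1 File miRNAs, miR-1388-3p with thinning, and miR-136 with limma-voom. Added after the values were seen, library totals without miR-143 and miR-486 and the likelihood ratio test on the S1 File miRNAs called all of these but miR-16a, which passed with repeated cells set to 0 and no filter. The likelihood ratio test on the RPMM of the S1 File, added after the values were seen, called 78 and dropped 0 of the 77. miR-424-3p was not tested here, and with the miRNAs of the S1 File it had a log2 fold-change of -1.25 (SE 0.29, edgeR FDR 0.00933). It also passed with filterByExpr and with no filter. The paper counts 14 miRNAs beyond 2-fold and 13 were found here by edgeR's log2 fold-change, which is another measure. The paper's fold-changes equal the means of within-heifer ratios of the S1 File RPMM to within 0.001 for all 77. By means of within-heifer ratios 8 of the 69 were above 2 and 5 below 0.5, with let-7f and miR-374b in place of miR-324 and miR-665. By log2 fold-change, DESeq2 size factors, scaling to miR-128, DESeq2, limma-voom, the S1 File miRNAs and the fit without the block gave 14. These counts are not on the paper's measure, so they do not reproduce its 14. The paper counts miR-30c and miR-152 among the differentially expressed miRNAs of Table 6, and neither passed here or is among the 77 of the S1 File. miR-30c passed with scaling to miR-128, DESeq2, no block and without heifer 32, and miR-152 with the likelihood ratio test on deposited normalised reads and without heifer 24.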

Other observations

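All tests of heifer 32 and the count of swaps for miRNAs beyond 2-fold were chosen only after the result was seen.

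Day labels were swapped within heifers in 100 ways, the real one included. The 69 calls were reached in 1 of 100, with 0 as the highest other. Chance is argued against for the 69 calls, at the smallest share that 100 swaps can give. The 13 beyond 2-fold were also reached in 1 of 100, with 0 as the highest other. Only called miRNAs enter this count, so without calls it had to be 0 in the other swaps and adds no evidence of its own. Swaps outside the 100 drawn were not tried. The 8 lists past camera were reached in 3 of 100, with 9 as the highest other and 3 as the median of the others. This share is small, but the other swaps often passed lists too, another swap gave more, and no list passed with the estimated correlation. Chance is therefore not excluded for the number of lists.

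In heifer 32, 9 of the 69 called miRNAs followed the direction of the call, against 47 to 69 in the other heifers. Of 97 miRNAs called without this heifer 10 did, or 10.3%. For each other heifer left out in the same way, 56 to 100% of the calls did. Depth as the cause in heifer 32 is argued against by its libraries, of which the shallower held 6733217 reads and the median of all libraries was 5063753.5. The mean erythroid change of -0.24 in heifer 32 lay within the -0.32 to 2.39 of the others only because of heifer 12. This cannot argue for or against red cell RNA as the cause in heifer 32. Swapped day labels could not be told apart from a heifer that differs: the correlation of its changes with the mean of the others was -0.106, against 0.219 to 0.750, while its first principal component and its human homologue share moved as in the others. Over all heifers the fall of that share lay largely in miR-4532, whose log2 change in heifer 32 was -1.66. The share is therefore not evidence separate from the miRNA changes. The second component, which differed by day (exact sign-flip test, p = 0.0488), fell from 4.52 to -6.88 in heifer 32 and rose in every other heifer. Over the 97 miRNAs the day score of heifer 32 was 0.907 on Day 0, against -1.41 to 0.141 in the others. On Day 60 it was -0.189, against -0.0376 to 1.64. The 97 were called from the other heifers alone, so the spread of those scores is in part set by that choice. Variation between heifers was left open, untested.

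Lists with no claim of their own gave few calls. Of 8 platelet miRNAs 0 passed in edgeR or when adjusted over the list alone (camera adjusted p = 0.937), and their median of -0.15 and fry were below 0 while camera's direction was up. Of 3 hepatocyte miRNAs 0 passed either way (camera adjusted p = 0.894, median -0.08), and of 2 muscle miRNAs 0 did (median 0.07). Of 6 mesenchymal miRNAs 1, miR-143, was higher and 1, miR-199a-5p, was lower, 1 and 2 when adjusted over the list alone (camera adjusted p = 0.937, median -0.27, camera's direction up). Of 3 miR-29 miRNAs 0 passed either way (camera adjusted p = 0.728, median 0.09). Of 7 miRNAs of the miR-2284 and miR-2285 family 1 was higher and 1 was lower, the same when adjusted over the list alone (camera adjusted p = 0.753, median 0.18).

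The log2 ratio of miR-451 to miR-23a, which the paper uses as a sign of haemolysis, went from 1.34 ± 1.21 (SD, n = 11) on Day 0 to 3.30 ± 0.94 on Day 60, a difference of 1.96 that was higher in 9 of 11 heifers (exact sign-flip test, two-sided p = 0.00488). It was 1.71 to 2.28 leaving out each heifer. Against miR-128 the log2 ratio of miR-451 rose by 0.89 (exact sign-flip test, p = 0.0205) and that of miR-23a fell by 1.07 (exact sign-flip test, p = 0.00586), so both miRNAs contributed. The paper reports its own ratio as below its limit in most samples and reads this as no haemolysis. The values here are ratios of sequencing reads and were not set against that limit.

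Of the 7 miRNAs followed by RT-qPCR in the paper, the change of miR-101 went with the mean erythroid change across 11 heifers (Pearson r 0.931, permutation p = 3.0e-05, adjusted p = 0.00021 over 7 relations; Spearman rho 0.882, permutation p = 0.00082, adjusted p = 0.00574). Without heifers 17 and 14 r was 0.918. For the other 6 the adjusted p was 0.414 or more for r. The mean erythroid change was 0.61 ± 0.89 (SD, n = 11), higher in 8 of 11 heifers (exact sign-flip test, p = 0.0342).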
